# Regulation of AUXIN RESPONSE FACTOR condensation and nucleo-cytoplasmic partitioning

**DOI:** 10.1038/s41467-022-31628-2

**Published:** 2022-07-11

**Authors:** Hongwei Jing, David A. Korasick, Ryan J. Emenecker, Nicholas Morffy, Edward G. Wilkinson, Samantha K. Powers, Lucia C. Strader

**Keywords:** Auxin, Proteasome

## Abstract

Auxin critically regulates plant growth and development. Auxin-driven transcriptional responses are mediated through the AUXIN RESPONSE FACTOR (ARF) family of transcription factors. ARF protein condensation attenuates ARF activity, resulting in dramatic shifts in the auxin transcriptional landscape. Here, we perform a forward genetics screen for ARF hypercondensation, identifying an F-box protein, which we named AUXIN RESPONSE FACTOR F-BOX1 (AFF1). Functional characterization of SCF^AFF1^ revealed that this E3 ubiquitin ligase directly interacts with ARF19 and ARF7 to regulate their accumulation, condensation, and nucleo-cytoplasmic partitioning. Mutants defective in *AFF1* display attenuated auxin responsiveness, and developmental defects, suggesting that SCF^AFF1^ -mediated regulation of ARF protein drives aspects of auxin response and plant development.

## Abstract (web summary)

Auxin-driven transcriptional responses are mediated by ARF transcription factors. Here the authors characterize an F-box protein, AFF1, that regulates the accumulation, condensation, and nucleo-cytoplasmic partitioning of ARF19 and ARF7.

## Introduction

The plant hormone auxin pivotally regulates plant growth. The AUXIN RESPONSE FACTOR (ARF) family of transcription factors mediate auxin responses to drive many developmental events as a function of auxin transcriptional output^1^. Protein condensation attenuates ARF activity to regulate auxin response competence in a developmentally-relevant context^2^. In Arabidopsis, certain Class-A ARFs, such as ARF7 and ARF19, undergo protein condensation. ARF7 and ARF19 are localized to nuclei of cells in which active growth is occurring and are diffusely localized within these nuclei. Conversely, these transcription factors are held in cytoplasmic condensates in cells that have ceased active growth, such as cells of the upper root. A single point mutation in the ARF19 PB1 domain was sufficient to disrupt protein condensation, resulting in constitutive ARF19 protein localization, expanded zones of auxin competence, and dramatically increased auxin transcriptional responses. This study suggested that ARF7 and ARF19 condensation acts as a major mechanism to regulate transcriptional activity.

Although ARF condensation regulates cellular competence for auxin responses, mechanisms controlling ARF condensate formation were unknown. To address these knowledge gap, we designed a forward genetics screen for mutants that display increased ARF19 condensation. We identified a mutant defective in a gene encoding an F-box protein, which we named *AUXIN RESPONSE FACTOR F-BOX1* (*AFF1*). AFF1 physically interacts with ARF19 and the closely-related ARF7. Further, *aff1* mutants, which exhibit increased numbers and sizes of cytoplasmic ARF7 and ARF19 condensates, accompanied by increased ARF7 and ARF19 accumulation, display attenuated auxin responsiveness and morphological abnormalities. Our results support a model in which SCF^AFF1^ promotes both ARF degradation and ARF nuclear localization to prevent inappropriate protein condensation and to maintain auxin responsiveness.

## Results

### Identifying AUXIN RESPONSE FACTOR F-BOX1 (AFF1)

ARF7 and ARF19 are class-A ARFs that act as transcriptional activators of auxin response and coordinately play essential roles in plant development^3^. Activity of these closely-related proteins is regulated by protein condensation^2^. To identify factors regulating their condensation, we carried out a forward genetics, fluorescence-based, screen of EMS-mutagenized *arf19-1 35* *S:YFP-ARF19* for individuals displaying increased ARF19 condensation (Fig. 1a). Unlike our previous report of YFP-ARF19 localization when driven behind the *UBQ10* promoter or of ARF19-mVenus localization when driven behind the *ARF19* native promoter^2^, overexpression of YFP-ARF19 behind the strong constitutive *35* *S* promoter resulted in multiple ARF19 condensates in the root tip (Fig. 1b). The heightened level of ARF accumulation provided by the strong *35* *S* promoter allowed for easy visualization of YFP-ARF through a dissecting microscope, enabling the screen for increased YFP-ARF19 condensation.

**Fig. 1:**
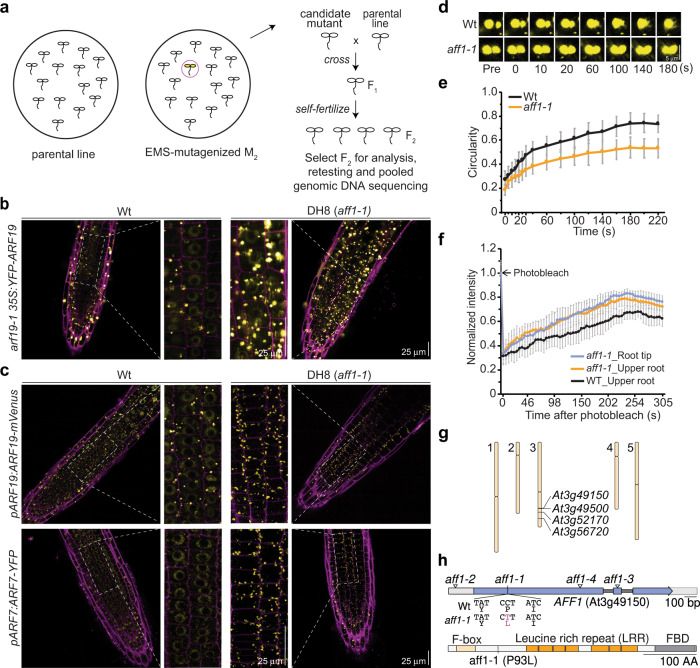
Identification *At3g49150*/*AFF1* for ARF19 hypercondensation. **a** EMS-mutagenized M_2_ seeds of *arf19-1 35* *S:YFP-ARF19* were screened for individuals with increased numbers of YFP-ARF19 condensates using a fluorescence dissecting microscope. Isolate DH8 was backcrossed to the parental line (*arf19-1 35* *S:YFP-ARF19*) and the resultant F_2_ individuals displaying YFP-ARF19 hypercondensation identified and used for whole-genome sequencing of bulk segregants. **b** Confocal images of 3d-old Wt (Col-0) and DH8 (*aff1-1*) seedlings carrying *35* *S:YFP-ARF19* (false-colored yellow) with cell walls counterstained with propidium iodide (false-colored magenta). Scale bar = 25 µm. **c** Confocal images of 3d-old wild type (Wt; Col-0) and *aff1-1* seedlings carrying *pARF19:ARF19-mVenus*, or *pARF7:ARF7-YFP* (false-colored yellow) with cell walls counterstained with propidium iodide (false-colored magenta). Scale bar = 25 µm. **d** Time course confocal images showing fusion of condensates in root transition zone cells of 3d-old Wt (Col-0) and *aff1-1* seedlings carrying *UBQ10:YFP-ARF19*. Scale bar = 5 µm. **e** Condensate circularity measurements after condensate fusion events in 3d-old Wt (Col-0) and *aff1-1* seedlings carrying *UBQ10:YFP-ARF19* (mean ± SD; *n* = 20). **f** Half-condensate FRAP recovery profiles after photobleaching condensates from 3d-old Wt (Col-0) and *aff1-1* seedlings in root tip or upper root region carrying *UBQ10:YFP-ARF19* (mean ± SD; *n* = 20). **g** Map positions of homozygous EMS-caused mutations identified in DH8 bulk segregants. **h** *At3g49150*/*AFF1* schematic depicting the exons (blue), UTRs (gray), and introns (black). Locations of the *aff1-1* point mutation and *aff1–2* (Salk_053818), *aff1–3* (Salk_083453), and *aff1–4* (Sail_427_G06) insertion sites are indicated. *AFF1* encodes a putative F-box protein with an N-terminal F-box domain, leucine rich repeat (LRR) region, and C-terminal F-box domain (FBD) motif. Three independent experiments were performed for (**b**), (**c**) and (**d**) with similar results. The source data for (**e**) and (**f**) are provided as a Source Data files.

From this screen, isolate DH8 (*aff1-1*) displayed increased numbers and sizes of ARF19 condensation (Fig. 1b). In addition, the DH8 (*aff1-1*) mutation conferred hyperaccumulation of ARF19-mVenus and ARF7-YFP when driven behind their respective native promoters (Fig. 1c) and when driven behind the *UBQ10* constitutive promoter (see below and Supplementary Fig. 4).

To better understand the material properties of ARF19 condensates with wild type and *aff1*, we examined condensate fusion events. We previously showed that when YFP-ARF19 condensates fuse in young cells of wild type, they rapidly readopt spherical morphologies whereas fusion of YFP-ARF19 condensates in older cells of wild type results in amorphous multilobed assemblies that retain ultrastructure from pre-fusion condensates^2^. Because our previous work demonstrated low internal molecular dynamics of ARF19 within condensates from the oldest cells within the root^2^ and also that ARF19 condensates undergo a rapid aging process^4^, we examined condensate fusion events in the first root epidermal displaying a root hair bulge – this cell marks a transition from predominantly nuclear signal to the formation of condensates in wild type and allowed us to assess condensates in the same age of cell with a higher probability of being recently formed. We found that YFP-ARF19 condensates in this cell formed larger spherical bodies upon fusion in wild type (Fig. 1d, e). In contrast, YFP-ARF19 condensates in *aff1* retained distinct ultrastructure post-fusion and failed to achieve the same post-fusion sphericity as condensates in wild type (Fig. 1d, e), suggesting decreased dynamics within ARF19 condensates in *aff1*.

Condensate morphology is often linked to condensate dynamics. We therefore performed half-condensate fluorescence recovery after photobleaching (FRAP) experiments to assess the mobility of ARF19 within condensates of wild type and *aff1* carrying *UBQ10:YFP-ARF19*. In first root epidermal cell exhibiting a root hair bulge, we found that YFP-ARF19 within condensates from *aff1* displayed higher levels of recovery than that of YFP-ARF19 within condensates from wild type (Fig. 1f), suggesting that ARF19 mobility within these assemblies is greater in *aff1* than in wild type. We also performed half-condensate FRAP of ARF19 condensates in epidermal cells within the root meristem of *aff1* (a region in which there are rarely ARF19 condensates in wild type expressing *UBQ10:YFP-ARF19*), finding similar recovery after photobleaching in these cells as we did in the slightly older epidermal cells at the root hair bulge. Thus, even though ARF19 condensates within *aff1* are slow to form spherical bodies after fusion (Fig. 1e) and often retain the distinct ultrastructure of pre-fusion bodies (Fig. 1d), recovery after photobleaching is more rapid than in wild type, which may be a reflection of the higher overall level of YFP-ARF19 protein in the system and likely increased availability of YFP-ARF19 protein to exchange with the dilute phase.

We used a whole-genome sequencing of bulk segregants approach^5^ to identify the causative mutation in DH8, uncovering four homozygous, EMS-related mutations (Fig. 1g). Because protein condensation is a concentration-dependent process^4^, we hypothesized that the mutation in *At3g49150*, encoding a putative F-box protein, was likely causative. We named this gene *AUXIN RESPONSE FACTOR F-BOX1* (*AFF1*) and our isolate *aff1-1* (Fig. 1h). The *aff1-1* mutant carries a C-to-T transition in the first exon of *AFF1*, resulting in the substitution of the Pro-93 with a Leu residue (Fig. 1h). The AFF1 protein contains an N-terminal F-box domain, a leucine rich repeat (LRR) region, and a C-terminal FBD motif (Fig. 1h).

Additional alleles and complementation analysis supported our hypothesis that the *At3g49150* mutation was causative in *aff1-1*. Three insertional alleles (Fig. 1h), which we named *aff1–2* (Salk_053818), *aff1–3* (Salk_083453), and *aff1–4* (Sail_427_G06) displayed ARF19 hypercondensation similar to *aff1-1* (Supplementary Figs. 1a and 2a). Moreover, we complemented *aff1-1* with a wild-type copy of *AFF1* (Supplementary Figs. 1b, 2a, 2b). These additional alleles and complementation lines confirm that the *At3g49150*/*AFF1* mutation is causative for the ARF19 hypercondensation observed in *aff1-1*.

### SCF^AFF1^ regulates ARF19 and ARF7 accumulation

Our previous work showed that ARF7 and ARF19 protein condensates are primarily localized to the cytoplasm whereas nuclear ARF7 and ARF19 are diffuse^2^. We therefore wanted to understand whether ARF nucleo-cytoplasmic partitioning is affected in *aff1*. Despite the increased numbers and sizes of ARF7 and ARF19 condensates, we were surprised to find that *aff1* displayed decreased nuclear accumulation of ARF19 and ARF7 when examined by microscopy (Fig. 2a–c). We were unable to separate ARF cytoplasmic condensates from nuclei using differential centrifugation because ARF condensates are dense and co-migrate with nuclei in these assays. Therefore, to quantify the partitioning of ARF proteins in the nucleus and the cytoplasm, we isolated nuclei from plant lysate using Concanavalin A-conjugated beads. Concanavalin A (lectin) binds specifically to the saccharide (mannosyl and glucosyl)-containing glycoproteins, such as glycosylated transmembrane proteins on the nuclear envelope, allowing for efficient nuclei isolation^6,7^. Whereas the majority of ARF19 (Fig. 2d, e, and g) and ARF7 (Fig. 2f and h) protein resided in the nuclei of wild-type root tip cells, the majority of these proteins were found in the cytoplasmic fractions of *aff1* root tip cells (Fig. 2d–h), suggesting that either ARF hypercondensation depletes the nuclear ARF fraction or that AFF1 plays dual roles in regulating ARF condensation and ARF nucleo-cytoplasmic partitioning.

**Fig. 2:**
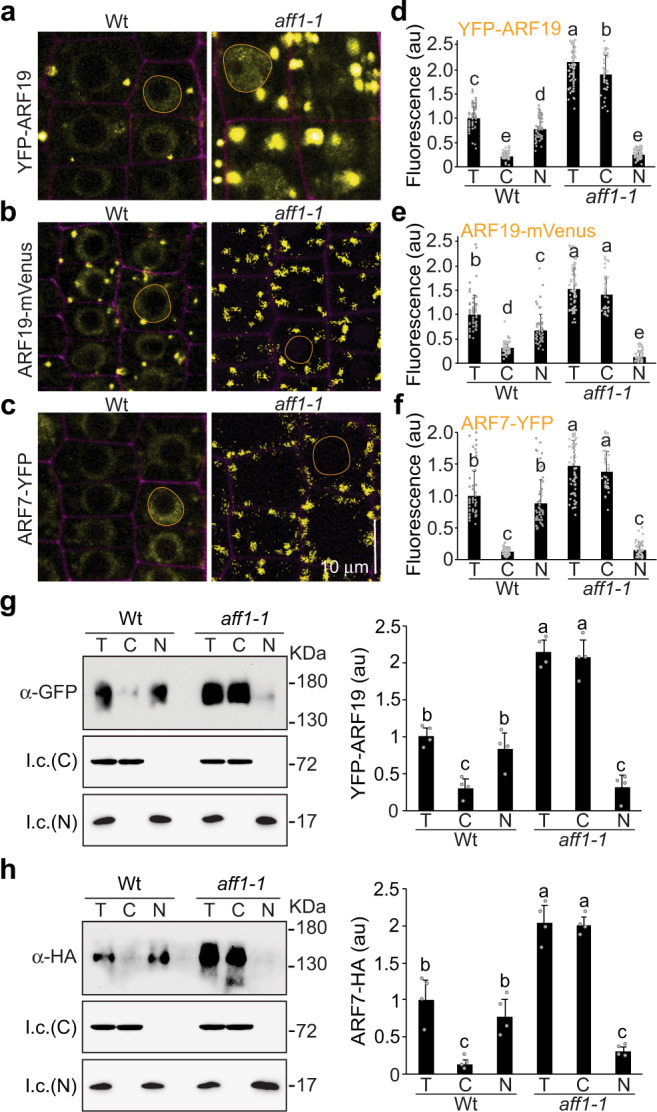
*AFF1* alters ARF19 and ARF7 nucleo-cytoplasmic partitioning. **a** Confocal images of root tip cells 3d-old Wt (Col-0) and *aff1-1* seedlings carrying *35* *S:YFP-ARF19*. **b** Confocal images of root tip cells 3d-old Wt (Col-0) and *aff1-1* seedlings carrying *pARF19:ARF19-mVenus*. **c** Confocal images of root tip cells 3d-old Wt (Col-0) and *aff1-1* seedlings carrying *pARF7:ARF7-YFP*. For each confocal image, the ARF signal is false-colored yellow with cell walls counterstained with propidium iodide (false-colored magenta). In each image a representative nucleus is circled with an orange line. Scale bar = 10 µm. **d**, **e**, **f** Quantification of subcellular fluorescence of 3d-old Wt (Col-0) and *aff1-1* seedlings carrying *35* *S:YFP-ARF19* (**d**)*, pARF19:ARF19-mVenus* (**e**), or *pARF7:ARF7-YFP* (**f**) *n* = 63, *n* = 52 and *n* = 52 independent cells were examined in **d**, **e** and **f**, respectively. Data are mean ± SD of three independent experiments and gray dots represent the individual values. Different letters indicate individual groups for multiple comparisons with significant differences (one-way ANOVA, Duncan, *p*  <  0.05). T (total), C (cytoplasmic), and N (nuclear). **g** Immunoblot analysis and quantification of YFP-ARF19 fractionation from 4d-old seedlings. **h** Immunoblot analysis and quantification of ARF7-HA fractionation from 4d-old seedlings. HSC70 and histone H3 served as loading controls (l.c.) for the cytosol (C) and the nucleus (N), respectively. Data in **g** and **h** are mean ± SD from four independent experiments and gray dots represent the individual values. Different letters indicate individual groups for multiple comparisons with significant differences (one-way ANOVA, Duncan, *p*  <  0.05). The source data in **d**, **e**, **f**, **g** and **h** are provided as a Source Data file.

*AFF1* is annotated as encoding an F-box protein, a type of E3 ubiquitin ligase that typically facilitates polyubiquitylation of targets to promote proteasomal degradation. Consistent with this role, we found that the *aff1* mutant displayed elevated YFP-ARF19 (Fig. 3a–c, and Supplementary Fig. 2) and ARF7-HA (Supplementary Fig. 2d) accumulation in every tissue examined (Fig. 3a) compared to wild type. We further found that HA_3_-ARF1, ARF7-HA, and YFP-ARF19 accumulation was elevated in samples treated with the 26 S proteasome inhibitor MG132 (Fig. 3d, e), consistent with these proteins being turned over by this protein degradation machinery.

**Fig. 3:**
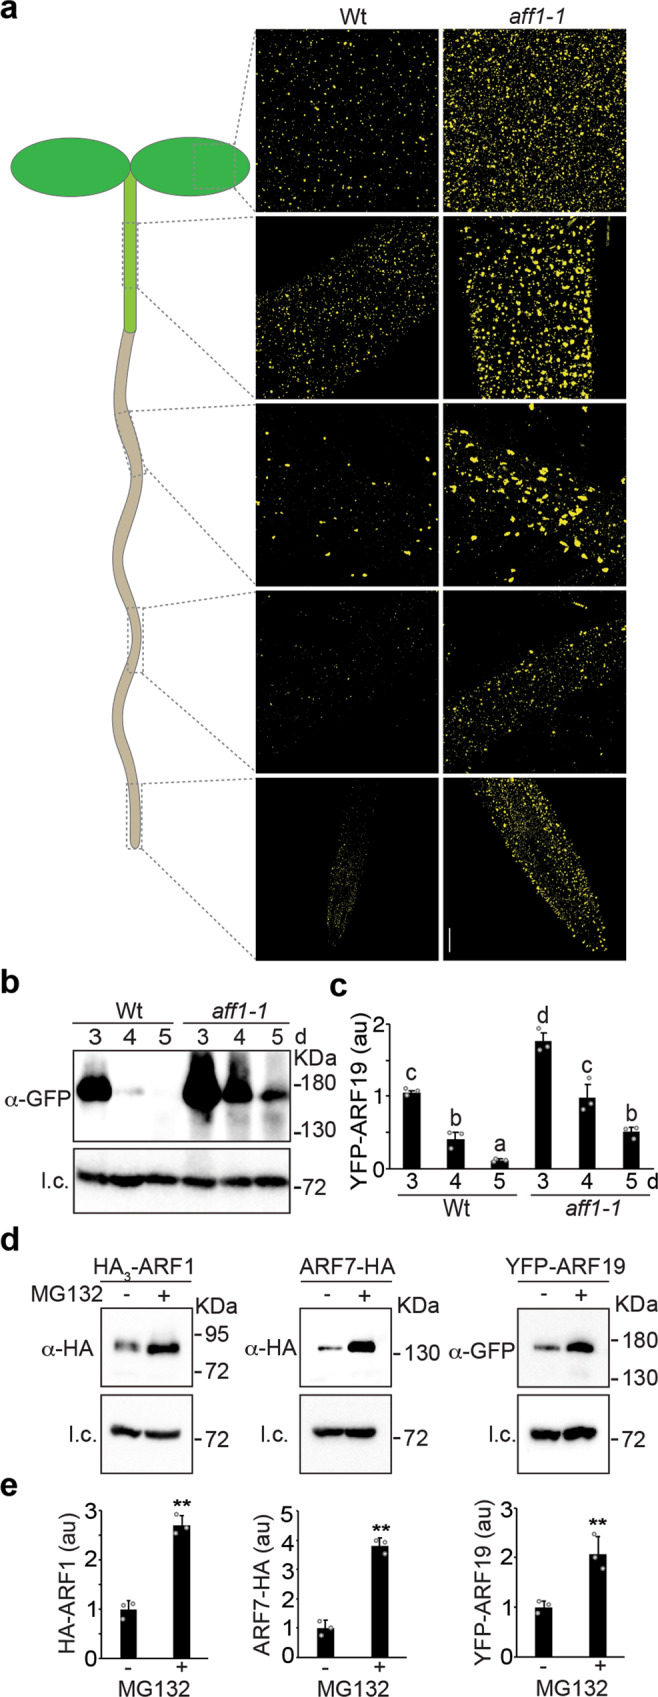
*AFF1* regulates ARF19 and ARF7 accumulation. **a** Confocal images of YFP-ARF19 fluorescence from various tissues of 3d-old wild type (Wt; Col-0) and *aff1-1* seedlings carrying *35* *S:YFP-ARF19* (false-colored yellow). Three independent experiments were performed with similar results. Scale bar = 50 µm. **b** Immunoblot analysis of 3d-, 4d-, or 5d-old wild type (Wt; Col-0) or *aff1-1* seedlings carrying *35* *S:YFP-ARF19*. Anti- GFP antibodies were used to detect YFP-ARF19, and anti-HSC70 antibodies were used to detect HSC70 (l.c.; loading control). **c** Quantification of YFP-ARF19 protein levels of 3d-, 4d-, or 5d-old wild type (Wt; Col-0) or *aff1-1* seedlings carrying *35* *S:YFP-ARF19*. Data are mean ± SD from three independent experiments and gray dots represent the individual values. Different letters indicate individual groups for multiple comparisons with significant differences (one-way ANOVA, Duncan, *p*  <  0.05). **d** Immunoblot analysis of HA_3_-ARF1, ARF7-HA, and YFP-ARF19 in seedlings treated with mock (DMSO) or MG132. Anti-HA antibodies were used to detect HA_3_-ARF1, ARF7-HA, anti-GFP antibodies were used to detect YFP-ARF19, and anti-HSC70 antibodies were used to detect HSC70 (l.c.; loading control). **e** Quantification of HA_3_-ARF1, ARF7-HA, and YFP-ARF19 accumulation in seedlings treated with mock (DMSO) or MG132. Data are mean ± SD from three independent experiments and the gray dots represent the individual values. The statistical significance was determined by a two-sided Student’s *t*-test (Paired two sample for means). *P* values = 0.00043 (HA_3_-ARF1), 0.0093 (ARF7-HA), 0.0019 (YFP-ARF19). **P < 0.01 when compared to the mock. The source data in (**b)**, (**c**), (**d**) and (**e**) are provided as a Source Data file.

In vitro YFP-ARF19 and ARF7-HA protein degradation assays showed that incubating plant lysate with GST-AFF1 recombinant protein increased ARF19 and ARF7 degradation compared to incubation with GST (Fig. 4). Conversely, incubation of plant lysate with GST-ΔF-box-AFF1, a truncation of AFF1 that should be unable to incorporate into an SCF complex but retain the ability to interact with substrates, reduced YFP-ARF19 and ARF7-HA degradation (Fig. 4), suggesting that this truncation protected ARF19 from endogenous degradation machinery. Thus, AFF1 regulates ARF19 and ARF7 protein accumulation.

**Fig. 4:**
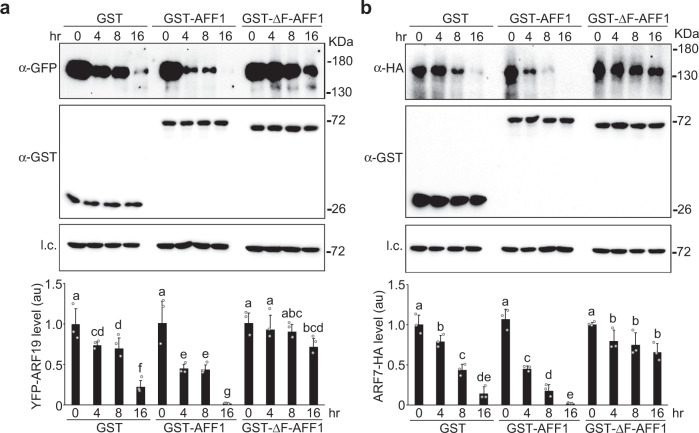
*AFF1* regulates ARF19 and ARF7 protein degradation. **a** In vitro YFP-ARF19 degradation. Plant lysate from *aff1-1 arf19-1 35* *S:YFP-ARF19* was incubated with GST, GST-AFF1, or GST-ΔF-box-AFF1 recombinant proteins for the indicated times. Immunoblot analysis (top) and quantification (bottom) of YFP-ARF19, GST, GST-AFF1, or GST-ΔF-box-AFF1 using the indicated antibodies. Anti-HSC70 used for loading control (l.c.). **b** In vitro ARF7-HA degradation. Plant lysate from *aff1-1 35* *S:ARF7-HA* was incubated with GST, GST-AFF1, or GST-ΔF-box-AFF1 recombinant proteins for the indicated times. Immunoblot analysis (top) and quantification (bottom) of ARF7-HA, GST, GST-AFF1, or GST-ΔF-box-AFF1 using the indicated antibodies. Anti-HSC70 used for loading control (l.c.). Data are mean ± SD of three independent experiments. Different letters indicate individual groups for multiple comparisons with significant differences (one-way ANOVA, Duncan, *p*  <  0.05) and gray dots represent the individual values. The source data in (**a**) and (**b**) are provided as a Source Data file.

Because AFF1 is annotated as an F-box protein and affects ARF19 and ARF7 protein degradation, we explored whether AFF1 could be incorporated in an SCF complex and whether this potential SCF^AFF1^ complex could directly target ARF19 and ARF7 to the proteasome. First, we assessed the interaction between AFF1 and ARF proteins. Although we were unable to heterologously express full-length ARF19 protein; heterologously-expressed GST-AFF1 and GST-ΔF-box-AFF1 pulled down YFP-ARF19 protein from plant lysate (Fig. 5a). Further, YFP-ARF19 and ARF7-HA purified from plant lysate could interact with GST-AFF1 and GST-ΔF-box-AFF1 recombinant proteins, but not with GST (Fig. 5a, b). Thus, AFF1 interacts with both ARF19 and its close homolog ARF7. In a bimolecular fluorescence complementation (BiFC) assay, we found that AFF1 interacted with ARF19 protein, but failed to interact with the Aux/IAA repressor protein IAA7, a protein in the auxin signaling pathway that shares a similar PB1 domain as found in ARFs (Fig. 5e and Supplementary Fig. 3). Moreover, AFF1-ARF19 and ARF19-ARF19 interactions appeared to occur in cytoplasmic condensates whereas ARF19 and IAA7 appeared to interact primarily in the nucleus (Fig. 5e and Supplementary Fig. 3). Although the BiFC system artificially overexpresses proteins, these data are consistent with the possibility that AFF1 targets the cytoplasmic fraction of ARF proteins.

**Fig. 5:**
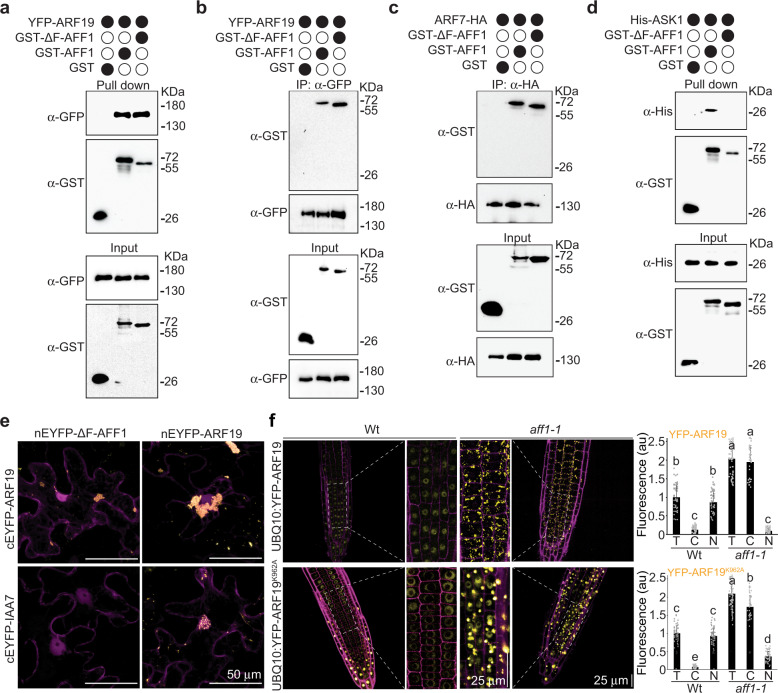
AFF1 interacts with ARF proteins and ASK1. **a** GST, GST-AFF1 or GST-ΔF-box-AFF1 recombinant proteins were incubated with *arf19-1 35* *S:YFP-ARF19* plant lysate. Pull-down fractions and inputs were examined by immunoblot analysis using anti-GFP or anti-GST antibodies. **b** GST, GST-AFF1 or GST-ΔF-box-AFF1 were incubated with *arf19-1 35* *S:YFP-ARF19* plant lysate prior to immunoprecipitation with anti-GFP antibody. Immunoprecipitates and inputs were examined by immunoblot analysis using anti-GFP or anti-GST antibodies. **c** GST, GST-AFF1 or GST-ΔF-box-AFF1 were incubated with *35* *S:ARF7-HA* plant lysate prior to immunoprecipitation with anti-HA antibody. Immunoprecipitates and inputs were examined by immunoblot analysis using anti-HA or anti-GST antibodies. **d** GST, GST-AFF1 or GST-ΔF-box-AFF1 were incubated with His-ASK1 prior to pull down. Pull-down fractions and inputs were examined by immunoblot analysis using anti-His or anti-GST antibodies. **e** Bimolecular fluorescence complementation (BiFC; yellow) assays were used to analyze protein interactions between nEYFP-ΔF-box-AFF1 and cEYFP-ARF19, nEYFP-ΔF-box-AFF1 and cEYFP-IAA7, nEYFP-ARF19 and cEYFP-ARF19, or nEYFP-ARF19 and cEYFP-IAA7. The nuclear marker WPP-mCherry (magenta) was co-expressed to determine nuclear signal. Scale bar = 50 µm. See Supplementary Fig. 3 for extended data. **f** Left, confocal images of 3d-old wild type (Wt; Col-0) or *aff1-1* seedlings carrying *UBQ10:YFP-ARF19* or *UBQ10:YFP-ARF19*^*K962A*^ (false-colored yellow) with cell walls counterstained with propidium iodide (false-colored magenta). Scale bar = 25 µm. Right, quantification of subcellular fluorescence. T (total), C (cytoplasmic), and N (nuclear). See Supplementary Fig. 4 for images from additional regions of the root. Three independent experiments were performed on (**a**), (**b**), (**c**), (**d**), (**e**) and (**f**) with similar results. *n* = 56 (*ARF19*) and *n* = 54 (*ARF19*^*K962A*^) independent cells were examined in (f). Data in (f) are mean ± SD and gray dots represent the individual values. Different letters indicate individual groups for multiple comparisons with significant differences (one-way ANOVA, Duncan, *p*  <  0.05). The source data in (**a**), (**b**), (**c**), (**d**) and (**f**) are provided as a Source Data file.

Next, we tested whether AFF1 could directly interact with ARABIDOPSIS SKP1-LIKE (ASK1), an adaptor connecting the subunit CULLIN 1 (CUL1) in the SCF complex^8^. In pull-down experiments, GST-AFF1, but not GST-ΔF-box-AFF1, interacted with heterologously-expressed His-ASK1 (Fig. 5d), suggesting that AFF1 incorporates into an SCF E3 ubiquitin ligase complex to form SCF^AFF1^. The direct interaction of AFF1 with ARF7 and ARF19 proteins, combined with our data that AFF1 regulates ARF19 and ARF7 accumulation, leads to a model in which SCF^AFF1^ regulates ARF19 and ARF7 accumulation.

ARF19 condensate formation relies both on oligomerization through its Phox and Bem1p (PB1) domain and presence of its intrinsically disordered middle region^2^. In wild-type seedlings, wild-type ARF19 protein displays predominantly nuclear localization in root tips, when expressed behind either the native promoter or behind the *UBQ10* constitutive promoter (Figs. 1c, 2a, 2b, 5f, Supplementary Fig. 4). However, in parts of the root no longer undergoing active growth (i.e., the upper root cells), ARF19 protein is found in cytoplasmic condensates in wild type^2^. In contast, ARF19 protein is found in cytoplamsic condensates in all examined *aff1* root cells (Figs. 1b, 1c, 2a, 2b, 5f, Supplementary Fig. 4). Mutation of the conserved lysine (K962) in the PB1 domain disrupts PB1-mediated oligomerization and is sufficient to disrupt ARF19 condensation, resulting in nuclear ARF19^K962A^ localization in all cell types, including those in which ARF19 is found primarily in cytoplasmic condensates^2^. ARF19 PB1 domain oligomerization is thought to drive up the local concentration of ARF19 protein to overcome the biophysical threshold at which this protein enters a two-phase regime, or undergoes condensation. Unlike in wild type, ARF19^K962A^ forms condensates in *aff1* (Fig. 5f), suggesting that hyperaccumulation of this protein in the *aff1* mutant background overcomes the requirement of PB1 oligomerization to drive concentration-dependent ARF condensation.

Taken together, our results suggest roles for SCF^AFF1^ in regulating ARF7 and ARF19 protein accumulation, condensation, and nucleo-cytoplasmic partitioning.

### *aff1* displays developmental defects and altered auxin responsiveness

Morphometric analysis of *aff1* alleles revealed elongated and downward-curled leaves (Fig. 6a and Supplementary Fig. 5), a phenotype often found in mutants defective in auxin signal transduction. In addition, *aff1* mutants displayed resistance to the inhibitory effects of the synthetic auxin 2,4-D on root elongation (Fig. 6b, c). These morphological phenotypes suggest that auxin responses are dampened in *aff1* mutants.

**Fig. 6:**
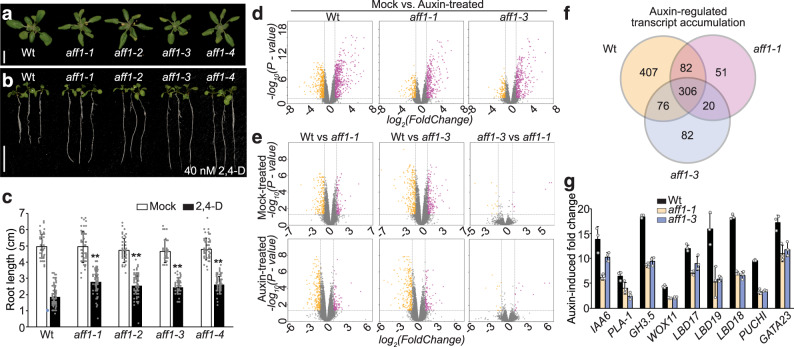
*aff1* exhibits developmental defects and attenuated auxin responsiveness. **a** Photograph of 22d-old wild type (Wt; Col-0), *aff1-1*, *aff1–2*, *aff1–3*, and *aff1–4* plants. Scale bar = 1 cm. **b** Photograph of 9d-old wild type (Wt; Col-0), *aff1-1*, *aff1–2*, *aff1–3*, and *aff1–4* seedlings grown on media supplemented with 40 nM 2,4-D. Scale bar = 1 cm. **c** Mean primary root lengths of 9d-old wild type (Wt; Col-0), *aff1-1*, *aff1-2*, *aff1–3*, and *aff1–4* seedlings vertically grown on media supplemented with mock (EtOH) or 40 nM 2,4-D. *n* = 80 biologically independent seedlings were examined. Data are mean ± SD from three independent experiments and gray dots represent the individual values. The statistical significance was determined by a two-sided Student’s *t*-test (Paired two sample for means). *P* values = 0.9815 (*aff1-1_*mock*)*, 0.3943 (*aff1-2_*mock*)*, 0.1653 (*aff1–3_*mock*)*, 0.8700 (*aff1–4_*mock*)*, 7.50E-17 (*aff1-1_*2,4-D), 1.315E-11 (*aff1-2_*2,4-D), 4.355E-12 (*aff1-3_*2,4-D), and 7.405E-13 (*aff1-4_*2,4-D). **P < 0.01 when compared to Wt. **d** Volcano plots displaying pairwise transcript accumulation differences after two hours of Mock (EtOH) or auxin (10 μM IAA) treatment in wild type (Wt; Col-0), *aff1-1*, and *aff1-3*. **e** Volcano plots displaying pairwise transcript accumulation differences between wild type (Wt; Col-0) and *aff1-1*, Wt and *aff1-3*, or *aff1-1* and *aff1–3* after 2h treatment with Mock (EtOH) or Auxin (10 μM IAA). FDR ≤ 0.01. **f** Venn diagrams showing the number of genes that are overlap between the datasets of differentially expressed genes (FDR < 0.01). **g** Relative transcript abundance (±SD, *n* = 3) of auxin response targets in wild type (Wt; Col-0), *aff1-1* and *aff1–3* with or without 10 μM IAA treatment for 2 h. Data are mean ± SD and gray dots represent the individual values. The source data in (**c**) and (**g**) are provided as a Source Data file. See Supplementary Fig. 6 for RNA Sequencing (RNA-seq) quality assessments.

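In the pairwise comparisons of genotypes, 887 genes differed between *aff1-1* and Wt under mock treatment (573 higher and 314 lower in *aff1-1*), and 1314 differed between *aff1-3* and Wt (791 higher and 523 lower). Of these, 651 were past the threshold in both alleles, and all 651 changed in the same direction. Both comparisons use the same Wt samples. In 20 simulated data sets with unchanged mutants, no gene was past the threshold in both alleles. Unchanged mutants give almost no calls in any case. The simulation therefore cannot show how far shared samples raise the overlap among changed genes. In the same data sets, the correlation of the log2 fold changes across genes had a median of 0.486 from the shared samples alone. In the real data it was 0.763. Under IAA, 1196 genes differed between *aff1-1* and Wt and 915 between *aff1-3* and Wt, with 619 shared. Between the mutants, 27 genes differed with mock and 35 with IAA. An added requirement of an absolute log2 fold change of at least 1.5 moved the comparisons with Wt most, to 79 genes in *aff1-1* and 146 in *aff1-3* under mock and to 88 and 117 under IAA.
DXPS1 (AT3G21500), UGT74E2 (AT1G05680) and AT4G10265 had the largest rises in mock-treated *aff1* over both alleles, among genes past the threshold in the same direction in both and with no overlap between the *aff1* and Wt samples. The log2 fold change of UGT74E2 was 2.74 in *aff1-1* (standard error 0.21, adjusted p = 2.11e-07) and 3.02 in *aff1-3* (standard error 0.21, adjusted p = 1.78e-08). AT1G05660, EXPA17 (AT4G01630) and AT2G16005 had the largest falls within these limits, and AT2G16005 changed by -4.60 in *aff1-1* (adjusted p = 7.42e-07) and by -3.93 in *aff1-3* (adjusted p = 4.94e-07, edgeR's quasi-likelihood test).
In the overlap of the IAA responses of the 3 genotypes, 616 genes were shared by all, 912 were past the threshold in Wt only, 102 in *aff1-1* only and 146 in *aff1-3* only. Wt shared a further 187 genes with *aff1-1* alone and 158 with *aff1-3* alone, and 39 genes were shared by the mutants alone.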

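RNA was sequenced from 4 d-old seedlings of wild type (Wt; Col-0, the background of all lines), *aff1-1* and *aff1-3* after 2 h in liquid medium with ethanol (mock) or 10 μM of the natural auxin indole-3-acetic acid (IAA). Each of the 6 groups had 3 samples. The sample labels call the second mutant line aff1-2, but give it the insertion line number that the paper gives for *aff1-3*, and it is called *aff1-3* here. One protocol text among the labels gives the IAA dose as 10 mM, where the sample titles and the paper give 10 μM. The paper names ribosomal RNA depletion with Ribo-Zero Gold for the libraries, and the labels name a SMARTer cDNA synthesis kit. The authors aligned the reads to TAIR10 with STAR and deposited the number of uniquely aligned reads that featureCounts assigned to each gene, as counts without normalization. The libraries were pooled over the lanes of a single flow-cell, and the labels name no batch. Total counts per sample ranged from 22904260 to 36102396 (median 23785094) in mock-treated Wt and from 16901849 to 31293515 (median 21699068) in IAA-treated Wt. They ranged from 15653742 to 27135949 (median 22333845) in mock-treated and from 19343337 to 31094403 (median 28091465) in IAA-treated *aff1-1*. For *aff1-3* they ranged from 23411425 to 27682585 (median 25815311) with mock and from 12610301 to 23456012 (median 19848169) with IAA.
AFF1 (AT3G49150) lies on chromosome 3 of TAIR10.1 from 18218858 to 18220430 on the plus strand, with 3 exons, and encodes 467 residues. Residue 93, the proline that the paper reports as replaced by leucine in *aff1-1*, is encoded by the codon from 18219134 to 18219136 in exon 1. Wt had 2, 6 and 9 AFF1 counts in the mock samples and 5, 8 and 1 in the IAA samples. No *aff1-1* sample had more than 3 counts. In *aff1-3*, an insertion line, 104, 88 and 144 counts fell on AFF1 with mock and 73, 54 and 46 with IAA, a log2 fold change over mock-treated Wt of 4.43 (standard error 0.41, adjusted p = 3.41e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts give no position within the gene.
For all comparisons, genes with more than 1 CPM (counts scaled to library size) in at least 2 samples of a group were kept, ribosomal RNA genes were left out, and counts were normalized by edgeR's TMM method. One quasi-likelihood model with a mean for each of the 6 groups was fitted to the 19383 genes that remained, and genes with a Benjamini-Hochberg adjusted p below 0.01 were counted as differentially expressed. The authors used limma with sample weights on the same kind of counts. Between samples of a group, Spearman correlations across genes ranged from 0.981 to 0.994, and every pair of samples of a group differed by more than sampling noise (chi-square per gene of at least 3.85, where sampling noise alone gives about 1).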

We examined global auxin-responsive transcript accumulation in wild type, *aff1-1* and *aff1–3* (Fig. 6d–f). Both alleles were mildly less responsive than wild type, with multiple transcripts displaying attenuated auxin responsiveness (Fig. 6e, f). 

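After IAA, 1873 genes were differentially expressed in Wt (954 higher and 919 lower), compared to 944 in *aff1-1* (612 higher and 332 lower) and 959 in *aff1-3* (578 higher and 381 lower). The threshold moved these counts most: with an added requirement of an absolute log2 fold change of at least 1.5, they were 399, 214 and 210. GH3.3 (AT2G23170), LBD29 (AT3G58190) and OFP4 (AT1G06920) rose most in Wt among genes past the threshold with a mean of at least 10 counts and no overlap between mock and IAA samples, and GH3.3 rose by 6.54 on the log2 scale (standard error 0.21, adjusted p = 1.33e-15). Of the 912 genes past the threshold in Wt only, 831 changed in the same direction in *aff1-1* and 856 in *aff1-3*, with a median log2 fold change of 0.409 times that of Wt in *aff1-1* and 0.426 times in *aff1-3*. These genes were chosen for passing the threshold in Wt and failing it in both mutants, which favours low ratios. Over all 1873 genes of the Wt response, which were also chosen on Wt, the median was 0.597 times that of Wt in *aff1-1* and 0.592 times in *aff1-3*.
The difference between genotypes in the IAA response was tested gene by gene with the interaction of genotype and treatment. It was past the threshold for 14 genes in *aff1-1* and 17 in *aff1-3*, with 7 genes in both. Of these interactions, 3 were positive and 11 negative in *aff1-1*, and 7 were positive and 10 negative in *aff1-3*. A positive value on a gene that fell in Wt marks a weaker fall or none. All 14 in *aff1-1* and 14 of the 17 in *aff1-3* were opposite in sign to the Wt response. The interaction and the Wt response use the same Wt samples, which favours opposite signs. AT5G38200 rose by 4.12 in Wt and had an interaction of -2.64 in *aff1-1* (standard error 0.23, adjusted p = 3.36e-06) and -1.94 in *aff1-3* (standard error 0.23, adjusted p = 0.000235, edgeR's quasi-likelihood test). Mock-treated *aff1* seedlings had higher levels of this gene than Wt, by 2.12 in *aff1-1* and 2.05 in *aff1-3*. LBD25 (AT3G27650) fell by 3.04 in Wt, with interactions of 1.75 and 1.97, and its mock levels differed by 0.19 and 0.09. The LBD25 call in *aff1-1* was lost in 2 of the 12 fits that each left out 1 sample, with an adjusted p of up to 0.0117. With DESeq2 in place of edgeR, 94 genes in *aff1-1* and 117 in *aff1-3* had an interaction past the threshold. Without the first IAA sample of Wt, the *aff1-1* count was 2.
Over all genes that responded to IAA on average across the 3 genotypes (1532 induced and 1321 repressed), an IAA response score was taken for each sample as the mean log2 CPM of the induced minus that of the repressed genes. The score rose from -0.73 ± 0.03 (SD, n = 3) to 0.98 ± 0.03 in Wt, from -0.46 ± 0.07 to 0.79 ± 0.02 in *aff1-1* and from -0.43 ± 0.03 to 0.82 ± 0.02 in *aff1-3*. The response was therefore 73.4% of that of Wt in *aff1-1* and 73.7% in *aff1-3*, a difference of -0.45 in each allele (two-sided exact permutation of genotype labels within treatments, p = 0.005 for each, the smallest that 400 arrangements allow, n = 3). From the comparisons of Fig. 6e, f, the paper states that auxin responsiveness was mildly lower in both alleles.

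**Figure D1:**
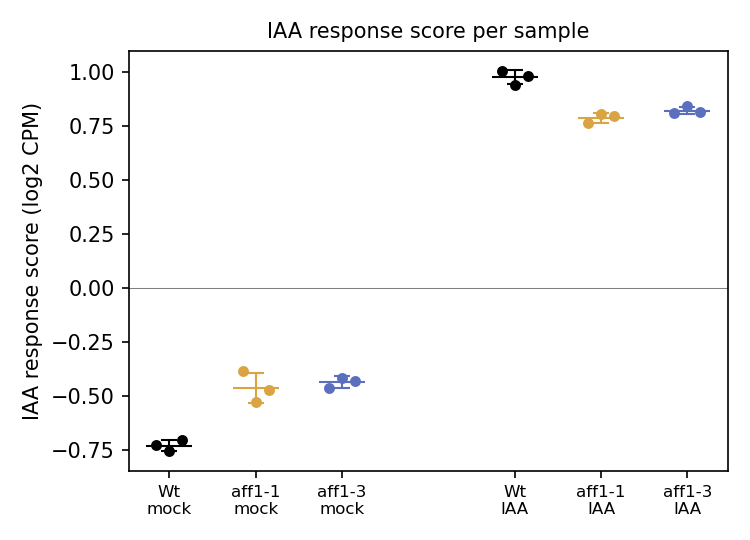
IAA response score of each sample (points) by genotype and treatment, in log2 CPM of induced minus repressed genes. Bars give the mean and SD of 3 samples. With mock the *aff1* samples lie above Wt and with IAA they lie below it.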

Further, examination of direct targets of ARF19, such as *LBD17*, *LBD19*, *LBD18*, *PUCHI*, and *GATA23*, revealed decreased auxin-induced transcript accumulation in *aff1* mutants compared to wild type (Fig. 6g). 

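In the RNA-seq samples, 8 of the 9 genes plotted in Fig. 6g were matched to the annotation by name, while PLA-1 was not and is not analysed here. The legend of Fig. 6g does not name the assay, and the values given here are from RNA-seq alone. The paper's methods also describe NanoString, on the same lines and treatment, and qRT-PCR. LBD17 (AT2G42440) rose from 1.31 ± 0.21 CPM (SD, n = 3) to 26.2 ± 0.07 CPM in Wt, from 2.68 ± 0.45 to 21.5 ± 1.38 CPM in *aff1-1* and from 2.45 ± 0.46 to 22.6 ± 3.13 CPM in *aff1-3*. This is a 20.1-fold rise in Wt, 8.15-fold in *aff1-1* and 9.22-fold in *aff1-3*. PUCHI (AT5G18560) rose from 3.49 ± 0.53 to 29.3 ± 0.69 CPM in Wt, from 5.36 ± 0.30 to 18.1 ± 0.93 CPM in *aff1-1* and from 4.11 ± 1.00 to 17.4 ± 1.39 CPM in *aff1-3*. GATA23 (AT5G26930) rose 27.3-fold in Wt, 11.2-fold in *aff1-1* and 13.4-fold in *aff1-3*. After IAA, GATA23 differed from Wt by only -0.24 in *aff1-1* (adjusted p = 0.393, edgeR) and -0.095 in *aff1-3* (adjusted p = 0.825). With mock it was higher by 1.05 (adjusted p = 0.0316) and 0.93 (adjusted p = 0.046). These mock values depended on the test, from 0.0078 (DESeq2) to 0.113 (limma) in *aff1-1* and from 0.0178 to 0.456 in *aff1-3*. LBD18 (AT2G45420) rose 14.9-fold in Wt, 11.7-fold in *aff1-1* and 7.53-fold in *aff1-3*. LBD19 (AT2G45410) had 22, 44 and 34 counts in IAA-treated Wt, 15, 17 and 30 in *aff1-1* and 15, 12 and 6 in *aff1-3*. With mock it had 1, 1 and 4 counts in Wt and at most 1 in any *aff1* sample, so that its rise was at least 5.58-fold in *aff1-1* and at least 4.76-fold in *aff1-3*, and the size of its rise cannot be compared with Wt at this depth. After IAA, LBD19 differed from Wt by -0.76 in *aff1-1* (adjusted p = 0.134) and by -1.23 in *aff1-3* (adjusted p = 0.0381, edgeR's quasi-likelihood test).
Tested one by one against Wt, the smaller response of PUCHI had an interaction of -1.29 in *aff1-1* (standard error 0.20, adjusted p = 0.0052) and -0.98 in *aff1-3* (standard error 0.20, adjusted p = 0.0293). In 11 of the 12 fits that each left out 1 sample, the adjusted p of PUCHI in *aff1-1* was above 0.01, up to 0.0211, and without the third mock sample of Wt it was 0.0043. In *aff1-3* it was also above 0.01 in 11 of the 12, up to 0.0858, and 0.0029 without the second mock sample of *aff1-3*. With DESeq2 the adjusted p of PUCHI in *aff1-3* was 0.00102. The interaction of LBD17 was -1.30 in *aff1-1* (adjusted p = 0.0124) and -1.12 in *aff1-3* (adjusted p = 0.025). In *aff1-3* the adjusted p of LBD17 was 0.00179 with DESeq2 and 0.1225 with limma's sample weights. It ran from 0.0099 to 0.078 where 1 sample was left out. GATA23 (-1.29 and -1.02) and LBD18 (-0.34 and -0.98) did not pass an adjusted p of 0.05 over all genes in either allele, but with DESeq2 GATA23 had an adjusted p of 0.0224 in *aff1-1* and 0.118 in *aff1-3*. Of the 8 genes, adjusted over the list alone, 7 had an adjusted p below 0.05 in *aff1-1* and 6 in *aff1-3*, compared to 2 and 3 over all genes tested. The counts over all genes depend on the test: for the 7 genes other than LBD19 they were 6 and 4 with DESeq2, and 4 and 2 with limma's sample weights. The *aff1-1* count over the list includes LBD19, whose fitted interaction has the opposite sign and rests on mock counts at the floor. The study chose this list. If it drew on these samples, neither the count over the list nor the following test of the genes as a set is independent evidence. As a set, the 8 genes responded less in *aff1-1* (p = 1.66e-08, camera with a preset correlation) and *aff1-3* (p = 1.17e-08), and both calls held under fry (p = 3.86e-05 and 9.26e-05) and with an estimated correlation (p = 0.00112 and 0.00098). The camera test sets the list against all genes tested, most of which were not past the threshold for IAA. The list was not compared with other induced genes, so a larger loss of response than in those is not shown.
The genotypes differed at both ends of the response. With mock, LBD17 was higher than in Wt by 1.02 in *aff1-1* (adjusted p = 0.00121) and 0.91 in *aff1-3* (adjusted p = 0.00191), and WOX11 (AT3G03660) by 1.22 (adjusted p = 4.11e-05) and 1.40 (adjusted p = 4.04e-06). With limma's sample weights, the LBD17 calls were lost, with an adjusted p of 0.0129 in *aff1-1* and 0.0484 in *aff1-3*, and in fits that each left out 1 sample the *aff1-1* call was lost in 1 of 6 (0.0118, without the third mock sample of Wt) and the *aff1-3* call in 3 of 6 (up to 0.0185). With IAA, LBD17 differed from Wt by -0.28 and -0.21 and WOX11 by 0.27 and 0.37, none past an adjusted p of 0.05. With limma's sample weights, the differences after IAA had an adjusted p of 0.0175 for LBD17 in *aff1-1* and 0.171 in *aff1-3*, and of 0.0338 and 0.0158 for WOX11. PUCHI was lower than Wt after IAA, by -0.69 in *aff1-1* (adjusted p = 0.000906) and -0.75 in *aff1-3* (adjusted p = 0.000504, edgeR's quasi-likelihood test). In *aff1-3*, LBD18 was lower after IAA by -0.75 (adjusted p = 0.0249). For LBD18 the adjusted p was 0.00221 with limma's sample weights and 0.00467 with DESeq2. In fits that each left out 1 sample it ran from 0.044 to 0.111. ARF19 (AT1G19220) itself rose with IAA by 1.83 in Wt, 0.74 in *aff1-1* and 0.92 in *aff1-3*, with interactions of -1.09 (adjusted p = 0.0741) and -0.92 (adjusted p = 0.139). With DESeq2 these interactions had an adjusted p of 0.0085 and 0.0453. The rise of ARF19 in *aff1-1* was just short of the threshold (adjusted p = 0.0109, edgeR). With mock, ARF19 was higher than in Wt by 0.74 in *aff1-1* (adjusted p = 0.0155, edgeR) and 0.57 in *aff1-3* (adjusted p = 0.0514). These mock values ran from 0.00242 (DESeq2) to 0.0184 (limma) in *aff1-1* and from 0.0237 to 0.319 in *aff1-3*. After IAA, ARF19 differed from Wt by -0.35 (adjusted p = 0.202, edgeR) and -0.34 (adjusted p = 0.276). ARF7 (AT5G20730) showed no detectable response in any genotype (adjusted p from 0.476 to 0.798).

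**Figure D2:**
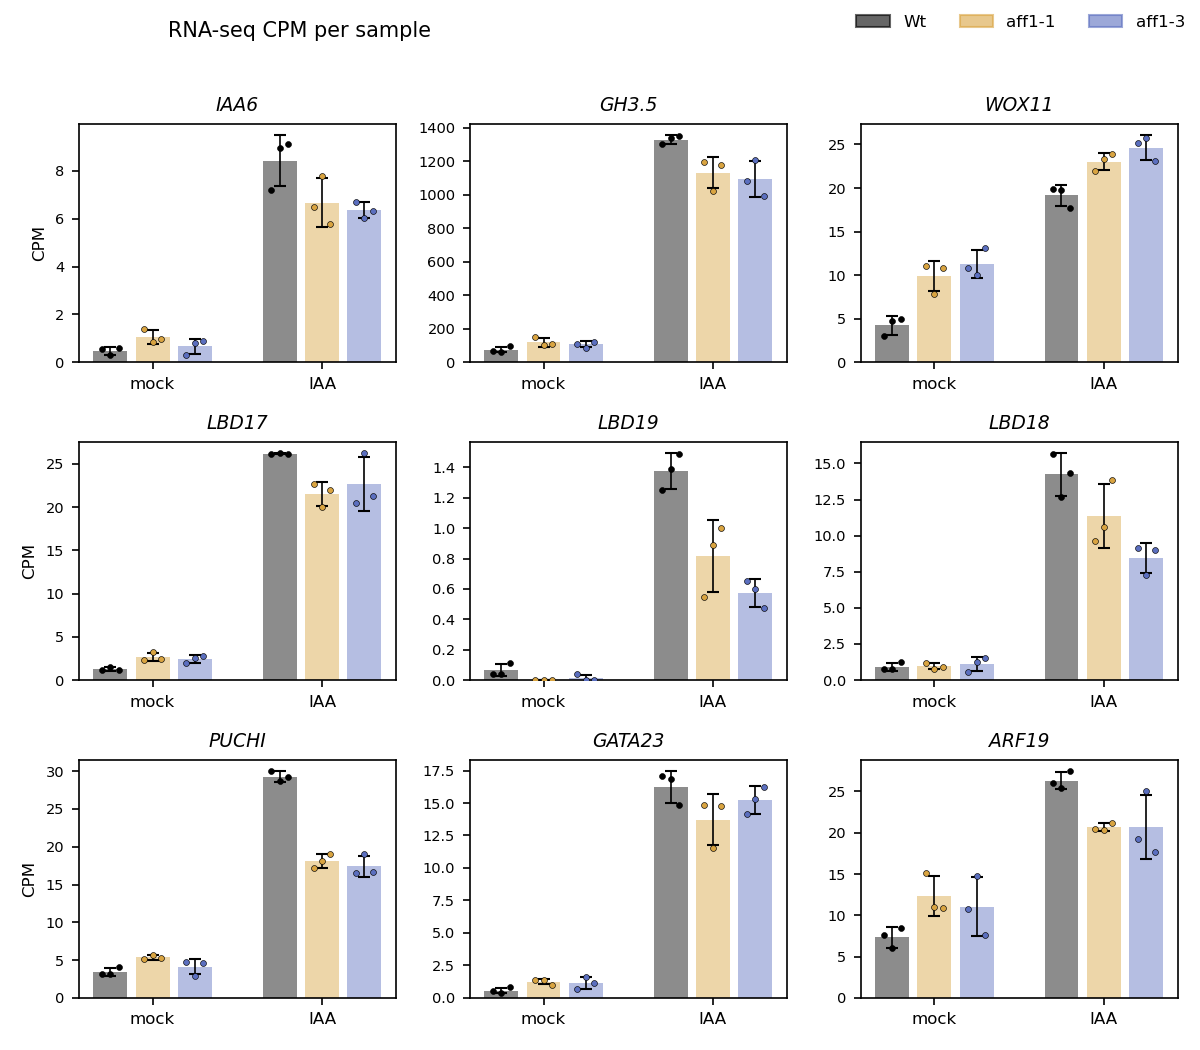
RNA-seq CPM of 8 genes of Fig. 6g and ARF19 by treatment (mock, IAA) and genotype (Wt black, *aff1-1* yellow, *aff1-3* blue). Bars give the mean and SD of 3 samples and points the samples, with a linear axis from 0. After IAA the *aff1* samples of PUCHI lie below all Wt samples, and with mock those of WOX11 lie above all Wt samples.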

Consistent with their morphological phenotypes (Fig. 6a and Supplementary Fig. 5) and decreased ARF7 and ARF19 nuclear accumulation (Fig. 2), *aff1* mutants displayed decreased auxin-responsive transcript accumulation in these analyses. Thus, our data suggest that the attenuated auxin responses observed in *aff1* are caused by increased ARF7 and ARF19 condensation and decreased ARF7 and ARF19 protein accumulation.

Overall, our data support a model (Fig. 7) in which SCF^AFF1^ modulates ARF protein accumulation, condensation, and nucleo-cytoplasmic partitioning to regulate auxin responsiveness to affect plant growth and development.

**Fig. 7:**
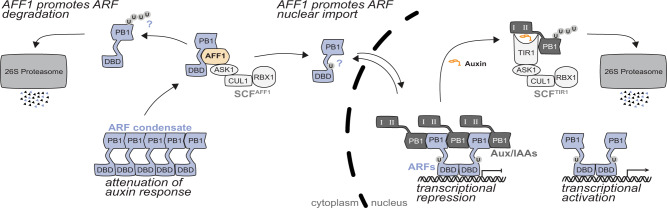
A proposed model for the SCF^AFF1^ role in regulating ARF condensation and nucleo-cytoplasmic partitioning. SCF^AFF1^ directly interacts with ARF19 and ARF7, suggesting that these transcription factors, and perhaps additional ARFs, are substrates of this putative E3 ubiquitin ligase. Further, the distinct *aff1* mutant effects on ARF protein accumulation/condensation and localization, along with the identity of AFF1 as an E3 ubiquitin ligase, raises the possibility that distinct ubiquitin moieties promote these distinct fates of the ARF transcription factors, both of which may be mediated by SCF^AFF1^.

## Discussion

The ARF7 and ARF19 transcription factors promote auxin response and drive several aspects of plant development^3^. Their tissue-specific competence to facilitate auxin transcriptional responses is regulated by protein condensation^2^. Here, we identify SCF^AFF1^ roles in regulating ARF7 and ARF19 condensation to modulate auxin responses and plant development. In *aff1*, ARF7 and ARF19 levels are reduced in root meristem nuclei and are primarily localized to cytoplasmic condensates. Reduction in nuclear ARF7 and ARF19 is accompanied by reduced auxin transcriptional responses and morphological defects.

AFF1 is an F-box type E3 ubiquitin ligase. Ubiquitin ligases facilitate posttranslational modification with a ubiquitin moiety to a target protein. Ubiquitin can be attached to target proteins as a single event (monoubiqitination) or as successive events to result in a polyubiquitin chain. Further, these ubiquitins can be connected through specific isopeptide bonds that result in distinct cellular outcomes^9^. ARF7 and ARF19 display increased protein accumulation in *aff1* and in vitro ARF7 and ARF19 protein degradation assays suggest that SCF^AFF1^ promotes degradation of these transcription factors. Because AFF1 is an E3 ubiquitin ligase that directly interacts with ARF7 and ARF19, SCF^AFF1^ effects on ARF protein stability is likely through polyubiquitylation and subsequent proteasomal degradation of these proteins. Further, because protein condensation is a concentration-dependent process^4^, the elevated ARF condensation in *aff1* could be driven by a simple ARF concentration change or by a more complex mechanism involving ARF ubiquitylation. In addition, it is also possible that AFF1 interaction with ARF7 and ARF19 could alter their condensation via a mechanism unrelated to ARF protein accumulation. Conversely, elevated ARF7 and ARF19 protein levels and increased condensation do not adequately explain the nuclear depletion of these transcription factors in the *aff1* mutant. The most plausible explanation for this data is that SCF^AFF1^ mediates monoubiquitylation, or perhaps a ubiquitin chain that does not promote degradation, of ARF7 and ARF19 that affects its nucleo-cytoplasmic partitioning, possibly by blocking a nuclear export signal^10^ similar to what is seen in transcription factors such as p53^11^.

ARF transcription factors are divided into three ancient clades - Class-A, B, and C ARFs; Class-A ARFs are generally thought to be transcriptional activators whereas Class-B and C ARFs are generally thought to repress transcription^12^. ARF7 and ARF19 are two class-A ARFs that are both regulated by the proteasome and directly interact with AFF1. Similarly, the class-A ARF6^13,14^ and ARF8^13^, the Class-B ARF1^15^, ARF2^16^, and the Class-C ARF17^13^ also undergo proteasome-dependent degradation. Whether these protein stabilities are regulated through the activity of SCF^AFF1^ or through another mechanism remains unknown. Indeed, ARF19 is not fully stabilized in the *aff1* mutant, suggesting that additional mechanisms regulate the stability of this transcription factor. In addition, stability of the Class-B ARF1 is proteasome-dependent and its accumulation is not altered in the *cul1* mutant background, suggesting that ARF1 proteasomal degradation is via an alternative set of machinery^15^. Thus, it seems likely that multiple mechanisms exist to regulate ARF protein accumulation. Further, we have not yet identified the ARF19 degron. However, ARF proteins that lack the PB1 domain (ARF17)^13^, or are truncated to lack the DNA binding domain (ARF1)^15^ are degraded in a proteasome-dependent manner. These findings raise the possibility that the ARF degron might lie within the intrinsically disordered middle region.

In summary, our genetic and biochemical evidence suggest SCF^AFF1^ promotes ARF7 and ARF19 accumulation, condensation, and nucleo-cytoplasmic partitioning to regulate auxin responses, providing new insight into the mechanisms behind the complex web of auxin-regulated responses and opening new paths of investigation into auxin biology.

## Methods

### Plant materials and phenotypic assays

All *Arabidopsis thaliana* lines were in the Columbia (Col-0) background, which was used as the wild type (Wt) in all experiments. For phenotypic assays, seeds were surface sterilized for 15 min with 20% (v/v) bleach and 0.01% (v/v) Triton X-100, then rinsed four times with sterile water. Sterilized seeds were suspended in 0.1% (w/v) agar and then stratified for 2 d at 4 °C to promote uniform germination. After stratification, seeds were plated on plant nutrient (PN) media solidified with 0.6% (w/v) agar and supplemented with 0.5% (w/v) sucrose (PNS) at 22 °C under continuous illumination.

To analyze the leaf phenotypes of Wt and mutants, seeds were directly germinated in the soil. Images were taken after 22 d of growth at 22 °C under continuous illumination. To examine root elongation in Wt and mutants, root lengths were measured from seedlings grown on media supplemented with mock (EtOH) or the indicated concentration of 2,4-D after 9 d of vertical growth at 22 °C under continuous illumination.

### Vector construction and plant transformation

To create *arf19-1 35* *S:YFP-ARF19*, the coding sequence of ARF19 was PCR amplified from cDNA using Pfx Platinum (Life Technologies). The resultant PCR product was cloned into pENTR/D-TOPO (Life Technologies) to create pENTR-ARF19. The pENTR-ARF19 vector was recombined into the pEarleyGate104 plasmid^17^ using LR Clonase (Invitrogen) to create 35 S:YFP-ARF19. Recombinant plasmid was transformed into *Agrobacterium tumefaciens* strain GV3101^18^, and then transformed into *arf19-1* mutant plants via the floral dip method. Transformants were selected selection on plant nutrient media supplemented with 10 μg/mL Basta. Subsequent generations were tested to identify lines homozygous for the transgene.

To create the rescue line *aff1-1 35* *S:AFF1genomic*, the genomic sequence of *AFF1* was cloned into pENTR/D-TOPO to create pENTR-AFF1g. The pENTR-AFF1g vector was recombined into the pMDC32 plasmid using LR Clonase. Recombinant plasmid was transformed into GV3101 and then used to transform into the *aff1-1* mutant via the floral dip method. Transformants were selected by plating on media supplemented with 25 μg/mL hygromycin. Subsequent generations were tested to identify lines homozygous for the transgene.

The coding sequence of the *AFF1* was synthesized and cloned into the pENTR/D-TOPO vector. The CDS of *AFF1* and ΔF-box-AFF1 were PCR amplified from the pENTR/D-TOPO vector, and then cloned into the *Bam*HI and *Sal*I sites of the pGEX4T-1 (Amersham Biosciences) to generate pGEX4T-AFF1 and GEX4T-ΔF-box-AFF1 expression vectors to express GST- AFF1 and GST-ΔF-box-AFF1, respectively. The coding sequence of *ASK1* was PCR amplified from Arabidopsis cDNA, and then cloned into the *Bam*HI and *Hind*III sites of pET28a (Novagen) to make pET28-ASK1 expression vectors to express His-ASK1.

To create the bimolecular fluorescence complementation (BiFC) expression vectors, the pENTR-ΔF-box-AFF1, pENTR-TOPO-IAA7 and pENTR-ARF19 were recombined into the pSITE-nEYFP-C1 or pSITE-cEYFP-N1 (from ABRC) using LR Clonase. To create nuclear marker WPP-mCherry, the coding sequence of the WPP domain (amino acids 1–111) of the gene *RanGAP* (*At3g63130*) fused with mCherry was synthesized and cloned into the pENTR/D-TOPO vector. The *ACT2* promoter was cloned into pENTR-WPP-mCherry using K*pn*I and X*ho*I restriction sites. Then the pENTR-ACT2-WPP-mCherry vector was recombined into the pMDC99 plasmid using LR Clonase to create pMDC99-ACT2-WPP-mCherry.

All primers used for plasmid construction are listed in Supplementary Table 1.

### EMS mutagenesis and mutant identification

To perform the mutant screen, seeds of *arf19-1 35* *S:YFP-ARF19* were mutagenized by incubation with 0.24% (v/v) ethyl methanesulfonate (EMS) for 16 hr, and then rinsed four times with sterile water. Mutagenized seeds were suspended in 0.1% (w/v) agar, then directly planted to soil. M_2_ seeds from were plated on PNS media and grown for 8 d at 22 °C under continuous illumination. Candidate mutants displaying elevated YFP-ARF19 condensation, as viewed through a fluorescence dissecting microscope, were transferred to soil, grown at 22 °C under continuous illumination, and allowed to self-fertilize.

A whole genome sequencing of bulk segregants approach was used to identify the causative mutation in DH8 mutant, which was described previously^5^. We back-crossed DH8 three times into the wild type (Col-0) background. Nearly 500 progeny of a BC_3_F_3_ population were genotyped using PCR analysis to separate the *aff1-1* lesion from nearby mutations, particularly the mutation in nearby *RDR6* (*At3g49500*). The genotyping primers designed by dCAPS are listed in Supplementary Table 1.

### Confocal microscopy

For confocal images of plant lines, seedlings were mounted in water under a coverslip and imaged though a 40x lens on a Leica TCS SP8 confocal microscope.

### Condensates fusion and circularity analysis

The fusion and circularity analysis were performed on condensates from the *pUBQ10:YFP-ARF19* (Upper root) and *aff1-1 pUBQ10:YFP-ARF19* (Upper root) lines using a Leica SP8 confocal microscope. All imaging was carried out using a PMT detector and a 40 × water immersion objective. Imaging used a 512 × 512 format and a scan speed of 400 Hz. For image acquisition, 300 images were captured at 1 s intervals for a total of 6 min. The images were loaded into FIJI (ImageJ) and use the “Process” tool to set up the subtract background. Then the “Image” tool was used to adjust the threshold. Each individual condensate was analyzed by “Analyze particles” to determine the circularity.

### Fluorescence recovery after photobleaching (FRAP)

FRAP experiments were performed on condensates from the pUBQ10:YFP-ARF19 (Upper root) and *aff1-1* pUBQ10:YFP-ARF19 (Upper root and root tip) lines using a Leica SP8 confocal microscope. All imaging was carried out using a PMT detector and a 40 × water immersion objective under the Leica FRAP module. Imaging used a 512 × 512 format and a scan speed of 400 Hz. Method of bleaching were set as follows: fly mode – off, zoom in – on, change bleach format – off, set background to zero – on, delete bleach images after scan – off, Use laser settings for all ROIs – on. For photobleaching, the 488 nm, 514 nm and 552 nm were set to 100% power. Two pre-bleach images were acquired followed by the photobleaching and then 100 postbleach images were captured at 5.17 s intervals. After image acquisition, data was imported into FIJI (ImageJ) for further analysis.

### Immunoblot analysis

Immunoblot analysis was performed as described previously^19^. Total cellular proteins were prepared by grinding plant materials in liquid nitrogen and then extracted in grinding buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% (v/v) Nonidet P-40, 0.5% (w/v) sodium deoxycholate, 0.1% (w/v) SDS, 1 mM phenylmethylsulfonyl fluoride and 1% (v/v) protease inhibitors cocktail (Sigma-Aldrich, P9599). After heating at 100 °C for 10 min, the samples were then subjected to SDS-polyacrylamide gel electrophoresis. After the run, proteins were transferred onto a nitrocellulose membrane, and then detected with 1:5000 of the indicated primary antibody (Anti-Histone H3, Agrisera AS10–710; anti-HA 3F10, Sigma 11867423001; anti-His H-15, Santa Cruz sc-803; anti-HSC70 5B7, Enzo ADI-SPA-817-D; anti-GST B-14; Santa Cruz sc-138; anti-GFP-HRP 1E10H7; Fisher 50-553-599). The blot was incubated with a secondary antibody (goat anti-mouse IgG-HRP or goat anti-rabbit IgG-HRP, Santa Cruz Biotechnology) at 1:5000 dilution. The signal was detected using a WesternBright ECL HRP substrate kit (Advansta) according to the manufacturer’s instructions. Arabidopsis HSC70 was used as a loading control. The target bands and loading control bands were quantified using ImageJ and the mean values of 3–5 independent experiments were presented with statistical analysis (one-way ANOVA or Student’s *t*-test) of significant differences when applicable.

For MG132 (Sigma-Aldrich, M8699) treatment, *UBQ10:HA*_*3*_*-ARF1*, *35* *S:ARF7-HA*, or *arf19-1 35* *S:YFP-ARF19* were grown on PNS media for 3 d at 22 °C under continuous illumination. Seedlings were then transferred to liquid PN supplemented with either DMSO (Mock) or 50 μM MG132 for 16 h. Then the samples were collected for following immunoblot analysis. Three independent experiments were used for quantitative analysis.

### Cell fractionation

Cytoplasmic and nuclei were isolated as previously described with modifications^20^. Around 0.5 g of 4d-old seedlings (*35S:ARF7-HA*, *aff1-1 35S:ARF7-HA*, *35* *S:YFP-ARF19* and *aff1-1 35* *S:YFP-ARF19*) were fresh frozen in liquid nitrogen and ground into fine power. Cells were resuspended in 2 ml lysis buffer (20 mM Tris-HCl pH 7.4, 25% glycerol, 20 mM KCl, 2 mM EDTA, 2.5 mM MgCl_2_, 250 mM sucrose, 1 mM DTT, 50 μM MG132, 1 mM PMSF and 1 × Roche protease inhibitor cocktail). The lysate was sequentially filtered through 70-μm and 40-μm cell strainers to remove cell debris and flow-through was taken as the total lysate. Then the lysate was centrifuged at 1500 g for 15 min at 4 °C and supernatant was collected as partial cytoplasmic fraction. The pellet was resuspended in 1 ml lysis buffer and incubated with Concanavalin A coated magnetic beads (Polysciences, Inc. #86057) for 2 h at 4 °C, then the nuclei will bind to the beads. After that, the nuclei binding beads were gently washed 3 times with the wash buffer (20 mM Tris-HCl, pH 7.4, 25% glycerol, 250 mM NaCl, 2.5 mM MgCl_2_, and 0.15% Triton X-100, 1 mM DTT, 1 mM PMSF and 1 × of Roche protease inhibitor cocktail) and resuspended in lysis buffer as the nuclear fraction. The left lysate was centrifuged at 1500 g for 15 min at 4 °C and the pellet was collected to the previous partial cytoplasmic fraction as the total cytoplasmic fraction. Protein samples were then boiled at 100 °C for 5 min, and run on the SDS-PAGE for further immunoblot analysis. Cell fractionation was confirmed by antibodies against cytoplasmic marker HSC70 (α-HSC70) and nuclear marker histone H3 (α-H3).

### Bimolecular fluorescence complementation (BiFC) assay

Bimolecular fluorescence complementation (BiFC) experiments were conducted as previously described^21^. Briefly, the resulting binary expression vectors were transformed into *Agrobacterium* strain GV3101. Collected cells were washed and resuspended to OD_600_ of approximately 1.0 with the infiltration solution (10 mM MES, pH 5.6, 10 mM MgCl_2_, and 1 mM acetosyringone). *Agrobacterial* cells carrying various expression vectors with the p19 strain were co-infiltrated into 3-week-old *Nicotiana benthamiana* leaves. Empty vectors were used as negative controls. After the infiltration, plants were placed at 22 °C for 3 d and the YFP and mCherry fluorescent signals were detected using Leica TCS SP8 confocal microscope. The experiment was repeated three times with independent biological replicates.

### Pull-down assays

Protein pull-down assays were performed as described^22^ with minor modifications. To analyze the interaction between ARF19 or ARF7 with AFF1, plant samples from *arf19-1 35* *S:YFP-ARF19* or *35* *S:ARF7-HA* were ground in liquid nitrogen, and then extracted in grinding buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 10 mM MgCl_2_, 10% (v/v) glycerol, 0.1% (w/v) Nonidet P-40, 1 mM phenylmethylsulfonyl fluoride, 1% (v/v) protease inhibitors cocktail (Sigma-Aldrich, P9599) and 10 μM MG132. Purified GST, GST-AFF1, and GST-ΔF-box-AFF1 proteins were immobilized on GST beads (Glutathione Agarose; ThermoFisher). Immobilized agarose beads containing 2 μg GST, GST-AFF1, or GST-ΔF-box-AFF1 fusion proteins were mixed with 1–2 mg total cellular proteins from *arf19-1 35* *S:YFP-ARF19* or *35* *S:ARF7-HA* at 4 °C for 2 hr. The beads were collected by centrifugation and then washed six times with washing buffer (10 mM phosphate buffer saline, pH 7.4, 150 mM NaCl, 0.2% (v/v) Triton X-100 and 1 mM phenylmethanesulfonyl fluoride) at 4 °C. The beads were resuspended in SDS-polyacrylamide gel electrophoresis sample buffer and then analyzed by immunoblot.

To detect the interaction between GST-AFF1 and His-ASK1, immobilized agarose beads containing 2 μg GST, GST-AFF1, or GST-ΔF-box-AFF1 fusion proteins were mixed with 2 μg His-ASK1 at 4 °C for 2 hr. The beads were collected after washing six times to do the SDS-polyacrylamide gel electrophoresis, and then analyzed by immunoblot.

### Co-immunoprecipitation assay

The Co-IP experiments were performed according to previously described methods^23^ with minor modifications. To prepare total cellular proteins, plant samples were grinded in liquid nitrogen, and then extracted in grinding buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 10 mM MgCl_2_, 10% (v/v) glycerol, 0.1% (v/v) Nonidet P-40, 1 mM phenylmethylsulfonyl fluoride, 1% (v/v) protease inhibitors cocktail (Sigma-Aldrich, P9599) and 10 μM MG132. The extracts containing 1.0–2.0 mg total cellular proteins were incubated with 10 μl anti-GFP or anti-HA antibodies for 1 hr at 4 °C with gentle shaking. After that, the Dynabeads Protein G (50 μl, ThermoFisher) were added and mixed with 2 μg GST, GST-AFF1, or GST-ΔF-box-AFF1 fusion proteins for an additional 2 hr at 4 °C. The immunoprecipitates were washed six times with 1 ml washing buffer (grinding buffer without MG132) and then used for immunoblot.

### In vitro turnover assay

The analysis of YFP-ARF19 and ARF7-HA protein degradation in vitro was performed as described methods with minor modifications^19^. In brief, total protein extracts were prepared from 3d-old parental line *arf19-1 35* *S:YFP-ARF19* or *aff1-1 35* *S:ARF7-HA* grown in PNS medium using ice-cold extraction buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.01% (v/v) Triton X-100 and 1 mM phenylmethanesulfonyl fluoride). The crude extracts (1 mg proteins) were mixed with 2 μg of purified GST, GST-AFF1, or GST-ΔF-box-AFF1 recombinant proteins in a total volume of 600 μl. The mixture was incubated at 4 °C with gentle agitation and 100 μl of each sample was collected at the indicated time points and then analyzed by immunoblotting.

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was prepared using the RNeasy Plant Mini Kit (Qiagen). Quantitative reverse transcription-PCR (qRT-PCR) was performed using the iTaq™ Universal SYBR® Green Supermix (Bio-Rad) according to the manufacturer’s instructions. The reactions were run in a CFX96 REAL-Time PCR Detection System (Bio-Rad). The relative expression level of the target genes was analyzed with the delta-delta Ct method and normalized to the expression level of *ACT7*. All of the experiments were repeated for at least twice (two biological repeats with three technical repeats for each experiment). The primers used for qRT-PCR are listed in Supplementary Table 1.

### RNA-Seq

RNA-Seq experiment were performed according to previously described methods^2^. Col-0 (Wt), *aff1-1*, and *aff1-3* (Salk_083453) were grown on PNS media for 4 d at 22 °C under continuous illumination. Seedlings were then transferred to liquid PN supplemented with either ethanol (Mock) or 10 μM IAA for 2 h. Three repeated treatments were carried out for each line. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen). RNA samples were then sequenced using the Epicentre Ribo-Zero Gold system according to manufacturer’s protocol, indexed, pooled, and sequenced across three 1x50bp lanes on a single flow-cell on an Illumina HiSeq 3000. RNA-seq reads were demultiplexed and aligned to the Ensembl release 23 (TAIR 10) top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, and genes detected.

All gene counts were imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in any sample greater than one count-per-million were excluded from further analysis. In addition, genes not expressed in at least 2 out of the 3 samples were not considered for downstream analysis. The TMM size factors and the matrix of counts were then imported into R/Bioconductor package Limma. Performance of the samples was assessed with a Spearman correlation matrix and Multi-Dimensional Scaling plot (Supplementary Fig. 6a, b). Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples with the voomWithQualityWeights function and gene performance was assessed with plots of residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals (Supplementary Fig. 6c). A generalized linear model was then created to test for gene level differential expression and the results were filtered for only those genes with Benjamini-Hochberg false discovery rate adjusted *p* values less than or equal to 0.05.

For volcano plots and heat maps, data was imported using the Pandas python package. For volcano plots, the bioinfokit Python package was used (visuz.gene_exp.volcano), and vertical lines represent the LFC of 1.5 and the horizontal lines represent adjusted p-values of 0.05. For heat maps, the Python package Seaborn was used (seaborn.clustermap) with a custom color map using matplotlib.colors.

The RNASeq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE172353.

### NanoStrings Analysis

NanoStrings analysis experiment were performed according to previously described methods^2^. Col-0 (Wt), *aff1-1*, and *aff1–3* (Salk_083453) were grown on PNS media for 4 d at 22 °C under continuous illumination. Seedlings were then transferred to liquid PN supplemented with either ethanol (Mock) or 10 μM IAA for 2 h. Three repeated treatments were carried out for each line. Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen). NanoString nCounter analysis was performed using 80 ng total RNA and carried out using the nCounter Digital Analyzer (NanoStrings Technologies; Seattle, WA) at the McDonnell Genome Institute at Washington University in St. Louis. In addition to 8 negative-control and 6 positive-control probes, two genes *TUB4* (*At5g44340*) and *PP2C* (*At1g13320*) were used as references for normalization. Data was analyzed using the nSolver Analysis software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GEO: GSE172353. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

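Gene expression was measured by RNA-seq in 18 samples, 3 each of Wt, aff1-1 and aff1-3 seedlings treated with mock or IAA for 2 h. The authors deposited one table of counts, which are the uniquely aligned, unambiguous reads per gene from STAR and featureCounts on TAIR10 (Ensembl release 23), without normalization. No per-sample column was left unused. Total counts per sample were between 12610301 and 36102396. At this depth, a group whose samples all had 3 counts or fewer was treated as at the floor, and a fold against it is given as a lower bound. Limits of this kind cover counting error only.
Of the gene rows, 99.0% were matched to a locus of TAIR10.1, which was used for gene names, exon length, GC content and the position of AFF1. The annotation marks 4 nuclear ribosomal RNA genes under the names used in the table, and these were left out. Plastid and mitochondrial genes were kept, since their ribosomal genes could not be paired by name, and were left out in an alternative. Genes with more than 1 CPM in at least 2 samples of at least 1 group were kept. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, 6 group means and a Benjamini-Hochberg adjusted p below 0.01. Standard errors were taken from each log2 fold change and its F statistic. The alternatives were limma 3.58.1 with sample weights (the authors' method), DESeq2 1.42.0, other size factors, other filters, only the groups compared, the replicate number as a block, thinned counts, other genes, other thresholds and each sample left out in turn. Removing each library's trend with GC content and exon length (a spline with 5 degrees of freedom for each) and thinning for the score were added after the data had been seen.
The IAA response score of a sample is the mean log2 CPM (prior count 2) of induced minus repressed genes, chosen on the IAA effect averaged over the 3 genotypes. Its difference between genotypes was tested by exact permutation of genotype labels within each treatment. Exchanging labels in only one treatment leaves much of a difference in place that exists in that treatment alone, so the test is conservative there. On simulated data with such a difference it gave p = 0.06 by exact permutation, with a difference of -0.579 recovered. The Fig. 6g genes were tested as a set with camera on voom log2 CPM with a preset correlation of 0.01.
The tests were tried on simulated data. With 200 of 19383 genes changed by known folds, edgeR found 91.0% of them (99.0% of those changed most) with 4 false calls, and made 0 calls in a contrast without changes. As interactions, 159 of the 200 were found. The changes set were at least 2-fold, in genes well above the count floor. These shares therefore do not hold for smaller differences or for genes with few counts.
The genes named in the text were fixed by rule before the data were examined. They are the genes that the paper names, the 3 largest rises and 3 largest falls after IAA in Wt (past the threshold, a mean of at least 10 counts, mock and IAA samples not overlapping), the 3 largest rises and falls in mock-treated aff1 (past the threshold in the same direction in both alleles, neither overlapping with the Wt samples), and for each interaction the 3 genes with the smallest adjusted p. AT3G49142 and AT3G49160, the counted neighbours of AFF1, were chosen after the AFF1 counts were seen. Not every gene of the rule is discussed. A list of 10 clock genes was written before it was tested. Values of Fig. 6f and Fig. 6g were read by eye.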

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

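The test of mock against IAA levels and the tests on AFF1 were chosen after the result was seen, and thinning the score and removing the trend with GC content and exon length were added after the data had been seen.
The IAA response score differed between the genotypes by -0.45 in aff1-1 and by -0.45 in aff1-3, and the interaction was past the threshold for 14 genes in aff1-1 and 17 in aff1-3, which marks a difference between groups under the same treatment. Library depth was argued against by thinning all libraries to the smallest, which left a difference of -0.446 in the allele nearer 0. A choice of genes with large responses in Wt was argued against by genes chosen on the other allele, which gave -0.523. A scaling error moves induced and repressed genes the same way, but repressed genes fell less in aff1, by 0.265, while induced genes rose less. Removing the trend with GC content and exon length left -0.383. The samples of aff1 were above Wt with mock by 0.280 and below Wt with IAA by -0.171 (6 samples against 3, two-sided exact permutation, p = 0.0119 for each, the smallest that 84 arrangements allow). The higher mock level made up 62.1% of the difference, the larger part, so that a higher level before treatment goes with the pattern but leaves the lower level after IAA. A weaker response to IAA, a raised level before it and a difference in seed lot or handling between the lines stay open, and the last was not tested. For the interaction counts, 3 of 100 drawn splits of the samples gave as many genes in aff1-1, and 3 of 100 in aff1-3, the real ones included. Among the first 40 draws, which were run first before their number was raised, 1 gave as many in aff1-1 and 2 in aff1-3, a share of 0.05 in aff1-3. The highest count from another split was 477 in aff1-1. In aff1-3, 1 of these splits exchanged the genotype labels of one whole treatment and gave 2150 genes, and the highest of the rest was 70. Without the first IAA sample of Wt, 2 genes had an interaction in aff1-1, and without the third mock sample of Wt 30 had one in aff1-3.
AFF1 counts appeared in aff1-3, a signal that the paper does not report. The log2 fold change over Wt with mock was 4.43, with at least 46 counts in each library labelled aff1-3 and at most 9 in any other library. Reads shared with a paralog would appear in all genotypes, and mislabelled single libraries would break this separation. A broad change of transcription around the insertion stays open: AT3G49160, downstream, was higher by 0.882 (standard error 0.156, adjusted p = 0.000532, edgeR), while AT3G49142, upstream, changed by -0.67 (adjusted p = 0.285). In aff1-1, which has no insertion there, AT3G49160 was higher by 0.49 (adjusted p = 0.0549). How to read these neighbours was settled after their values were seen. Transcription that starts in the inserted DNA stays open too, since counts per gene do not show where reads lie.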

How the results depend on the processing

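The alternatives were set before the data were examined, except for the GC and length trend and the thinning of the score. The IAA response score kept its direction in each setting tried for it. These were other genes, other size factors, another prior count, thinning, the GC and length trend, the replicate block and each sample left out. With all samples kept, p was 0.005 (exact permutation) in each of them but the replicate block. The difference ran from -0.81 over genes chosen on Wt to -0.17 over induced genes alone. Repressed genes alone gave 0.265 and 0.280, a smaller fall, and the Fig. 6g set stayed below a p of 0.05 in all 32 fits. The correlation of deviations was above 0.1 in 8 of 45 same-number pairs (from -0.283 to 0.261). Pairs with different numbers were not compared, so whether the replicate numbers pair the samples stays open. With the replicate block, 22 genes had an interaction in aff1-1, and the LBD17 interaction in aff1-1 had an adjusted p of 0.00955 (edgeR), against 0.000154 with DESeq2 and 0.0211 with limma, the ends of the range over the alternatives that keep all samples, and up to 0.0445 (edgeR, without Wt IAA 3) where 1 sample was left out. With the replicate block the other counts stayed within 1.5 times. Exact permutation cannot decide on the score in pairs, as it gives no p below 0.1 for 3 pairs against 3.
Counts of genes moved by more than 1.5 times as follows, and the cause was not tested unless the setting is a stricter or looser threshold. An adjusted p below 0.05 gave 3072, 1452 and 1629 genes for the IAA response in Wt, aff1-1 and aff1-3, 1879, 2493 and 47 for aff1-1 against Wt, aff1-3 against Wt and aff1-3 against aff1-1 under mock, 2779, 1752 and 84 for the same under IAA, and 67 and 98 for the interactions in aff1-1 and aff1-3. In the same order, at least 2-fold gave 775, 413 and 424, then 211, 378 and 16, then 247, 272 and 22, with 281 shared by the 3 responses. An absolute log2 fold change of at least 1.5 gave 399, 214 and 210, then 79, 146 and 7, then 88, 117 and 13, interactions of 4 and 10, and 134 shared. At least 1.5-fold gave 704 for aff1-1 against Wt under IAA. With limma voomWithQualityWeights, aff1-1 and aff1-3 against Wt under IAA gave 2948 and 1387, and the interactions 48 and 11. DESeq2 gave 1818 for aff1-1 against Wt under IAA, 61 and 107 for aff1-3 against aff1-1 under mock and IAA, and 94 and 117 for the interactions. Without a filter, aff1-3 against aff1-1 under IAA gave 55 and the interactions 37 and 43. Thinned counts gave an interaction count of 9 in aff1-1. With only the groups compared in the fit, the IAA response in aff1-3 gave 559, aff1-3 against Wt under mock 612, aff1-3 against aff1-1 under mock 9, aff1-1 against Wt under IAA 2371 and the interaction in aff1-1 29. The GC and length trend, chosen after seeing the data, gave 1924 for aff1-1 against Wt under IAA, 54 for aff1-3 against aff1-1 under IAA, and interactions of 41 and 43.
Across fits that each left out 1 sample, aff1-1 against Wt under mock gave from 437 (without aff1-1 mock 3) to 858 genes, aff1-3 against Wt under mock from 874 (without Wt mock 1) to 1245, aff1-1 against Wt under IAA from 554 (without Wt IAA 3) to 1117, aff1-3 against Wt under IAA from 509 (without Wt IAA 3) to 687, aff1-3 against aff1-1 from 12 to 18 under mock and from 22 to 69 under IAA, and the interactions from 2 (without Wt IAA 1) to 16 in aff1-1 and from 8 (without Wt mock 2) to 30 (without Wt mock 3) in aff1-3. The lowest count of aff1-3 against aff1-1 under mock came without aff1-1 mock 3, and the highest under IAA without aff1-1 IAA 1. The 3 IAA responses stayed within 1.5 times.
Among 97 single-gene results, LBD18 under mock changed sign, with 0.03 in aff1-1 and 0.24 in aff1-3 at first. It was -0.037 and -0.047 with limma, and from -0.151 (without aff1-1 mock 1) to 0.360 in aff1-1 and from -0.080 (without aff1-3 mock 3) to 0.567 in aff1-3 without 1 sample, both highest values without Wt mock 3. A further 26 values became weaker (24 of them without 1 sample) and 21 stronger. The PUCHI interaction in aff1-1 lost its call in 11 of the 12 fits without 1 sample. Depth limits LBD19 and AFF1, whose counts in some groups lie at or under 3.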

Differences from the paper's values

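In Fig. 6f, read by eye, the paper has about 870 genes for the IAA response in Wt, about 460 in aff1-1, about 480 in aff1-3 and about 310 in all 3, and the counts here were 1873, 944, 959 and 616. Of the alternatives set before the data were examined, a fold of at least 2 in addition to the adjusted p gave 775, 413, 424 and 281, within 1.5 times of the paper's in each. With only the groups compared in the fit, aff1-3 (559) and the shared genes (444) were within it, but Wt (2227) and aff1-1 (903) were not. Leaving out aff1-1 IAA 3 brought aff1-1 (663) within it, and leaving out aff1-3 IAA 1 or aff1-3 IAA 2 brought aff1-3 (711 and 676) within it. The other alternatives did not, limma with sample weights among them (2641, 1190, 813 and 628), which is the method that the paper names.
For LBD17 in Wt, Fig. 6g shows a fold of about 12, read by eye, and the RNA-seq fold was 20.1. For LBD18 in aff1-1 it shows about 6.9, and the fold was 11.7. The other tests, size factors, the replicate block and leaving out 1 sample closed neither gap. The legend of Fig. 6g does not name its assay, and the paper's methods describe NanoString and qRT-PCR besides RNA-seq. If Fig. 6g used another assay, these RNA-seq settings could not account for the gaps, and unlike measures are compared. The paper states that the ARF19 targets accumulated less after auxin in aff1 than in Wt. For LBD18 in aff1-1 the interaction was -0.34 (adjusted p = 0.754, edgeR), and its level after IAA differed from Wt by -0.32 (adjusted p = 0.314). The level of GATA23 after IAA differed from Wt by -0.24 in aff1-1 (adjusted p = 0.393) and by -0.095 in aff1-3 (adjusted p = 0.825).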

Other observations

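The tests on the IAA-like state were chosen after the mock levels had been seen, the test on clock phase after the values of the clock genes had been seen, and removing the trend with GC content and exon length was added after the data had been seen.
In both alleles, 651 genes differed between untreated aff1 and Wt in the same direction. The Wt samples shared by both comparisons gave at most 0 such genes in 20 simulated data sets with unchanged mutants. A contrast without changes gives almost no calls in any case. The simulation therefore does not show how far shared samples raise the overlap among changed genes. The correlation of the log2 fold changes across genes was 0.763, against a median of 0.486 in the simulated data sets. Leaving out plastid and mitochondrial genes gave 668, and removing the trend with GC content and exon length gave 943. Clock phase at harvest could not be told apart from other causes. The paper states that the seedlings were grown under continuous illumination. Evening clock genes were above morning ones, with a mean log2 fold change of 0.29 against -0.04 in aff1-1 and of 0.15 against -0.30 in aff1-3. Of 10000 random lists matched on expression, 10.6% were as far apart, in either direction, in aff1-1 and 6.26% in aff1-3, and genes of the clock are not independent of each other. None of the 10 clock genes was past the threshold in both alleles. A biological effect of aff1 and a difference in seed lot or handling both stay open.
A hypothesis that untreated aff1 seedlings resemble auxin-treated seedlings was tested across genes with no library in common. Over the 959 genes that responded in aff1-3, the fold changes of aff1-1 over Wt under mock had a correlation across genes of 0.184 with the response in aff1-3, and genes are not independent replicates. Of the 10 splits of the 6 mock samples, 4 gave a correlation as large, up to 0.309. The value of 0.184 is therefore within what other groupings of these samples give, and the hypothesis stays undecided. For aff1-3 over Wt and the response in aff1-1 it was 0.284, with 3 of 10 splits as large. Other values go with the hypothesis: the IAA response score of untreated aff1 was above Wt by 0.280 (p = 0.0119, exact permutation, the smallest that 84 arrangements allow), and GH3.3 was higher under mock by 1.68 in aff1-1 (adjusted p = 3.99e-06, edgeR) and 1.48 in aff1-3 (adjusted p = 9.68e-06). The genes of the score and GH3.3 were chosen on responses that include the same Wt mock samples, so these values do not settle it.
For each of the 9 pairwise comparisons, 1 of the 10 splits of the 6 samples, the real one, gave as many genes past the threshold, and the other splits gave 0. With 10 splits a share below 0.1 is out of reach.
In the library aff1-3 mock 2, plastid and mitochondrial genes took 4.93% of counts, against 1.96% to 3.54% in the others, and its Spearman correlations with the other samples of its group were 0.983 and 0.981.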
